A study of Mus musculus with 18 samples. Its data were reported in "mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity" (2022).

How the data were processed

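The authors had performed RNA-seq on whole lungs of mouse embryos, taken 14.5 days after mating (days post coitus, dpc). The paper's methods state that RNA was extracted with TRIzol and a Qiagen column kit and sequenced on a BGI machine, while the sample labels name the column kit and an Illumina library protocol. Lungs in which Rptor, Tfam or Cox10 was deleted in epithelial cells by Shh-Cre were compared with control lungs from the same litters. There were 3 samples in each of 6 groups, and each line was held in a table of its own. Groups and replicate numbers were taken from the sample titles. The replicate numbers come from these titles and are nowhere stated to pair littermates.

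Per the files' headers and values, the authors deposited for each sample a normalised signal, in which the read count of a gene was divided by a size factor of the sample. In every sample 100% of the values were whole multiples of a single step. The step ranged from 0.978 to 1.02 between samples, so that a step stands for the value of a single read after scaling. The authors also deposited a log2 fold change, a p-value and an adjusted p-value for each gene and line. Their methods state that differential expression was run in R. The aligner, the genome build, the gene annotation, the counting program and the test behind the deposited p-values are not stated. Cells of the deposited log2 fold change that held a spreadsheet error were read as missing. Gene symbols that a spreadsheet had turned into dates were left as they were.

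The design had foreseen a count test if the tables held counts and limma if they held normalised values, and limma was used. Values were analysed as log2(value + 1). Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with low values. A gene was tested in a line if its value was at least 10 in at least 3 of the 6 samples. Each line was fitted on its own in limma 3.58.1 (R 4.3.3) with the genotype as the only term (lmFit, then eBayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene passed the threshold at an adjusted p below 0.05. All tests were two-sided. DESeq2 was not used. The scaling of the tables was kept, because the median-of-ratios factors of the deposited values lay between 1.0013 and 1.0019. A separate analysis with such factors would have been the same and was not run.

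Genes changed in all 3 mutants were those past the threshold with the same sign in each line. The difference between the effects in a pair of lines was tested in a model of all 18 samples with 6 groups, on the 14550 genes tested in all 3 lines. The lines were scaled in separate tables, and the scale of a table cancels in this contrast because a line's effect is taken within its own table. The 13 gene sets were written down beforehand and tested with camera on the same log2 values, with an inter-gene correlation of 0.01, and p-values were adjusted over the 39 tests of 13 sets in 3 lines. The shift of a set is its mean log2 fold change minus that of the other genes. Since camera compares test statistics and not log2 fold changes, its direction can differ from the sign of the shift. Sex-linked genes were not tested as a set. A listed set of mitochondrially encoded genes matched 0 of the deposited gene symbols and could not be tested. Pearson correlations of log2 fold changes were computed across genes, which are not independent replicates. Their spread was taken as the jackknife standard error over the fits that each left out a sample. For Sox2 relative to epithelial genes, the mean log2 value of Epcam, Cdh1 and Nkx2-1 was subtracted in each sample, and groups were compared by an exact permutation test, in which 3 samples against 3 cannot give a p below 0.1. All 18 samples together allow 8000 arrangements within lines, with a smallest p of 0.00025.

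The named genes followed a rule. They are 9 genes of a list taken from the study (1 further gene of the list is not reported here), the targeted genes, and per line the 3 genes with the largest rise and the 3 with the largest fall among genes past the threshold with a mean of at least 50 and no overlap between the 3 deficient and the 3 control values. Of the genes shared by the lines, the 5 with the largest mean rise and the 5 with the largest mean fall under the same conditions were named. The grouping, the tests, the gene lists and sets, this rule and most of the alternative settings were chosen before the data were examined.

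The alternative settings were scaling to library totals, no filter on low values, a mean of at least 50 as filter, the replicate number as a block, all 18 samples in one fit, the log2 value of Xist as a covariate, a pseudocount of 0.1, stricter thresholds, camera with the correlation estimated for each set, the rotation test fry, and leaving out each sample in turn. Settings chosen after seeing the data were the trimmed mean of M-values (30% of M and 5% of A trimmed), a correction of each sample's trend on GC content and gene length (lowess, span 0.3), this correction together with the block, the authors' deposited adjusted p-value, an unadjusted p below 0.05 for shared genes, a pseudocount of 0.1 for the gene sets, and leaving out samples for the Sox2 ratio. GC content and length were taken from a GENCODE mouse annotation, which may differ from the authors' annotation. Of 23418 symbols, 21751 matched it by name and 1276 through a RefSeq synonym, together 98.3%.

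Column totals were 27727200 to 29611100. Divided by the step of the sample they came to 27675600 to 29704700 reads assigned to genes. A gene with 3 counts or fewer in every sample of a group was taken to be at the floor. This floor covers counting error only. The procedure was tested on data simulated from the means and library sizes of each line. In these, 200 genes with a mean of at least 50 were changed by a log2 fold change of 1 or -1. Of these genes, 100% were called in the Rptor line (14976 genes tested), 100% in the Tfam line (15024 genes) and 99.5% in the Cox10 line (14995 genes). Of the calls, 3.85%, 2.91% and 4.78% were false, respectively. The simulated spread was a smoothed trend over gene means, taken from the control samples. Genes more variable than this trend and divergent samples were not simulated. The percentages therefore do not give the share of real changes that was found.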

Results

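RNA-seq was used to measure gene expression in whole lungs of mouse embryos at 14.5 dpc, when the airways branch. In each of 3 lines a gene was deleted in the lung epithelium by a Cre recombinase expressed from the Shh locus. Rptor encodes a component of mTOR complex 1 (mTORC1), Tfam encodes a factor that maintains and transcribes mitochondrial DNA, and Cox10 encodes an enzyme needed to assemble cytochrome c oxidase of the respiratory chain. Each line had 3 deficient and 3 littermate control samples, 18 in all. Normalised read counts summed to between 27727200 and 29611100 per sample, and between 17671 and 17910 genes had a value above 0. The 10 highest genes held 3.71% to 4.74% of a sample's total. Replicates of a group had correlations of 0.991 to 0.995 across genes on the log2 scale. The chi-square per gene was 3.96 to 30.2 between replicates and 3.96 to 126 over all 153 pairs of samples, where sampling noise alone gives about 1, so that no pair was a single library deposited under separate names.

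The targeted genes were examined first. Rptor had a normalised read count of 2240 ± 52.0 (SD, n = 3) in controls and 2149 ± 254 (SD, n = 3) in Rptor-deficient lungs, a log2 fold change of -0.066 (SE 0.083; limma adjusted p = 0.570). Tfam had 1102 ± 72.5 (SD, n = 3) in controls and 1013 ± 85.1 (SD, n = 3) in Tfam-deficient lungs, with a log2 fold change of -0.12 (SE 0.079; limma adjusted p = 0.472). Cox10 had 797 ± 38.0 (SD, n = 3) in controls and 794 ± 44.7 (SD, n = 3) in Cox10-deficient lungs, with a log2 fold change of -0.0055 (SE 0.070; limma adjusted p = 0.979). In each line the values of deficient and control lungs overlapped, and none of the 3 differences passed the threshold. After correction for GC content and gene length they were -0.14, -0.14 and -0.020 on the log2 scale. When a sample was left out they ranged from -0.16 to -0.012, from -0.19 to -0.068 and from -0.045 to 0.041, and Rptor passed the threshold without deficient replicate 1 (limma adjusted p = 0.0435). The labels give 1 floxed allele in controls and place the deletion in the epithelium of a whole lung, so these values do not test the labels, and deficient and control below mean samples labelled so. Cox10 was lower in Rptor-deficient lungs than in their controls, 594 ± 15.2 against 764 ± 26.1 (SD, n = 3 each), a log2 fold change of -0.36 (SE 0.071; limma adjusted p = 0.00553).

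To ask how many genes each deletion changed, deficient lungs were compared with their own controls. In the Rptor line 5202 of 14940 genes passed the threshold, 2483 higher and 2719 lower in deficient lungs. In the Tfam line 702 of 15053 genes passed, 306 higher and 396 lower. In the Cox10 line 71 of 14937 genes passed, 21 higher and 50 lower. At an unadjusted p below 0.05 the numbers were 6818, 2618 and 1945, respectively. Values of the 3 deficient and the 3 control lungs did not overlap for 50.3% of genes in the Rptor line, 22.8% in the Tfam line and 21.4% in the Cox10 line, where chance gives 10%. Samples with the same replicate number deviated from their group means with a mean correlation of 0.270 in the Rptor line, -0.123 in the Tfam line and 0.233 in the Cox10 line. With the replicate number as a block, 5768, 802 and 48 genes passed. Among settings that kept all samples, the numbers in the Rptor and Tfam lines moved most when a log2 fold change of at least 1 was also required, to 788 and 122 genes, while the number in the Cox10 line was 15 at an adjusted p below 0.01 and 327 with all 18 samples in one fit. The number in the Cox10 line depended on single samples and was 3 without control replicate 1 and 251 without deficient replicate 3.

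**Figure D1:**
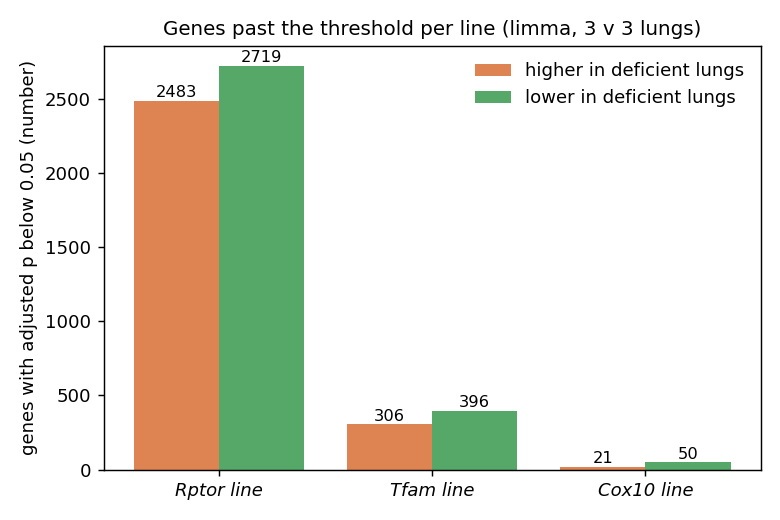
Bars give the number of genes (vertical axis) with a limma adjusted p below 0.05 in each line (horizontal axis), separately for genes higher and lower in deficient lungs, from 3 deficient and 3 control samples per line. The Rptor line had 2483 higher and 2719 lower genes, the Tfam line 306 and 396, and the Cox10 line 21 and 50.

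Large changes were found in each line. In the Rptor line Atoh1 rose from 3.65 ± 3.76 to 393 ± 129 normalised reads (SD, n = 3 each), a log2 fold change of 6.65 (SE 0.52; limma adjusted p = 9.2e-05). Rxfp1 and Angptl7 rose by log2 fold changes of 5.20 and 4.01. Tinag fell from 443 ± 72.6 to 5.99 ± 3.55 (SD, n = 3 each), a log2 fold change of -6.10 (SE 0.35; limma adjusted p = 2.45e-05). Cyp2f2 had 103 ± 52.6 normalised reads in controls and 0.999 ± 0.0177 in Rptor-deficient lungs (SD, n = 3 each). These values lay under the floor of 3 counts, against which Cyp2f2 was at least 34.5-fold lower. Scgb3a2 fell with a log2 fold change of -4.71. In the Tfam line Atoh1 (log2 fold change 4.46), Adm2 (4.19) and Chac1 (3.47) rose most, and Cym (-4.02), Tinag (-2.71) and Crh (-2.42) fell most, with limma adjusted p between 3.3e-07 and 6.69e-05. In the Cox10 line Atoh1 (4.10), Slc7a3 (1.57) and Trib3 (1.24) rose and Cym (-3.53), Cps1 (-1.94) and Cckar (-1.84) fell, with limma adjusted p between 0.00116 and 0.0464. With the replicate block, Atoh1, Slc7a3, Trib3 and Cps1 in the Cox10 line had limma adjusted p of 0.0558, 0.0566, 0.0566 and 0.0566, and the mean correlation of same-numbered samples in this line was 0.233. When a sample was left out, the limma adjusted p of Atoh1 in the Cox10 line ranged from 0.0234 to 0.247. For Slc7a3, Trib3 and Cps1 it ranged from 0.0166 to 0.234, 0.0233 to 0.234 and 0.00975 to 0.311. Each of these 4 genes lost the threshold in 4 of the 6 fits, while Cym and Cckar kept it in all.

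The study looked for genes that changed alike in the 3 mutants. Of 14550 genes tested in all lines, 57 passed the threshold with the same sign in each, 14 higher and 43 lower. If the lines were independent, 0.317 such genes would occur. At an unadjusted p below 0.05 in each line there were 672 genes against 38.9 for independent lines. With the replicate block 42 genes passed, where the mean correlation of same-numbered samples was 0.270, -0.123 and 0.233 in the Rptor, Tfam and Cox10 lines. When a sample was left out the number ranged from 3 (without Cox10 control replicate 1) to 138 (without Cox10 deficient replicate 3). Of the 71 genes past the threshold in the Cox10 line, 68 had the same direction in the Rptor line and 70 in the Tfam line. The 5 shared genes with the largest mean rise were Atoh1, Slc7a3, Pthlh, Lrfn5 and Megf10, with mean log2 fold changes over the lines of 5.07, 1.79, 1.52, 1.35 and 1.12. The 5 with the largest mean fall were Cym, Cckar, Cpn1, Aldh1a7 and Prom2, with -3.86, -2.57, -2.03, -1.83 and -1.69. Of these genes, Atoh1, Slc7a3, Pthlh, Lrfn5 and Prom2 lost the threshold in the Cox10 line with the replicate block (limma adjusted p 0.0558, 0.0566, 0.0614, 0.0667 and 0.0545) and were no longer shared. Slc7a3 in the Rptor line lost it in each of the 6 fits without a sample (limma adjusted p 0.0503 to 0.0730). In the Cox10 line Atoh1, Slc7a3, Pthlh and Prom2 lost it in 4 of 6 such fits and Lrfn5 in 5. Megf10, Cpn1 and Aldh1a7 lost it in 3 (highest limma adjusted p 0.104, 0.104 and 0.126). Cym and Cckar kept it in all of them. Cym fell from 1593 ± 534 to 104 ± 55.6 in the Rptor line, from 1437 ± 157 to 89.7 ± 25.3 in the Tfam line and from 263 ± 51.7 to 21.6 ± 2.06 in the Cox10 line (normalised reads, SD, n = 3 each).

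The next comparison concerned markers of airway progenitors and their descendants. Sox2, a marker of proximal progenitors, fell from 419 ± 102 to 49.5 ± 18.9 normalised reads in the Rptor line (SD, n = 3 each), a log2 fold change of -3.09 (SE 0.27; limma adjusted p = 0.000164). In the Tfam line it fell from 575 ± 56.2 to 403 ± 46.1 (SD, n = 3 each), a log2 fold change of -0.51 (SE 0.10; limma adjusted p = 0.0189). In the Cox10 line it had 479 ± 87.3 in controls and 334 ± 153 in deficient lungs (SD, n = 3 each). The log2 fold change was -0.60 (SE 0.30; limma adjusted p = 0.436), and the values of the groups overlapped. Deficient values were lower than same-numbered controls (503 against 560, 292 against 386 and 207 against 491). With the replicate block the SE was 0.20 and the threshold was still not passed (limma adjusted p = 0.261). The fall was larger in the Rptor line than in the Tfam line by -2.57 (limma adjusted p = 0.000597) and than in the Cox10 line by -2.48 (limma adjusted p = 0.000784) on the log2 scale. Foxj1, a marker of ciliated cells, had log2 fold changes of -0.79, -0.80 and -0.80 in the Rptor, Tfam and Cox10 lines, with limma adjusted p of 0.0514, 0.0516 and 0.260, at control means of 41.9, 71.0 and 49.6 normalised reads. Sox9, which marks distal progenitors, had log2 fold changes of -0.11, -0.26 and -0.23 with limma adjusted p of 0.495, 0.169 and 0.404. Trp63, a basal cell marker, had 0.73, 0.16 and 0.39 with limma adjusted p of 0.172, 0.881 and 0.676.

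Genes of Hedgehog signalling and Fgf10 were compared in the same way. Shh had log2 fold changes of -0.23 (SE 0.069), -0.70 (SE 0.099) and -0.70 (SE 0.16) in the Rptor, Tfam and Cox10 lines, with limma adjusted p of 0.0303, 0.0022 and 0.134. For Ptch1 they were -0.31, -0.42 and -0.44 (limma adjusted p 0.0685, 0.0376 and 0.162), and for Hhip -0.36, -0.66 and -0.39 (limma adjusted p 0.0328, 0.000419 and 0.062). Gli1 had -0.12, -0.28 and -0.099 (limma adjusted p 0.414, 0.0692 and 0.688). Fgf10 rose from 1454 ± 192 to 5310 ± 601 in the Rptor line, from 1310 ± 34.7 to 2512 ± 233 in the Tfam line and from 1405 ± 59.6 to 2879 ± 783 in the Cox10 line (normalised reads, SD, n = 3 each). Its log2 fold changes were 1.87, 0.93 and 1.00, with limma adjusted p of 2.51e-05, 3.82e-05 and 0.0525. The rise was larger in the Rptor line than in the Tfam line by 0.94 (limma adjusted p = 0.00523) and than in the Cox10 line by 0.87 (limma adjusted p = 0.00939).

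Of the 27 tests of these 9 genes in 3 lines, 9 passed the threshold adjusted over all genes (4 in the Rptor line, 5 in the Tfam line and 0 in the Cox10 line, where 5 had an unadjusted p below 0.05) and 19 adjusted over the list alone (6, 8 and 5). Values did not overlap between groups in 17 of the 27, where chance gives 10%. With the replicate block 13 and 22 tests passed, at mean correlations of same-numbered samples of 0.270, -0.123 and 0.233 in the Rptor, Tfam and Cox10 lines. Foxj1, Trp63 and Ptch1 in the Rptor line and Gli1 in the Tfam line then gained the threshold (limma adjusted p 0.0434, 0.0424, 0.0427 and 0.0213). Of the 9 tests past the threshold, 4 lost it in some of the 6 fits without a sample, Sox2 in the Tfam line in 3 (limma adjusted p 0.0142 to 0.0778), and Ptch1 in the Tfam line (0.00311 to 0.157) and Shh and Hhip in the Rptor line (0.0325 to 0.0914 and 0.0129 to 0.108) in 4 each. Others gained it in 1 or 2 of these fits, with lowest limma adjusted p of 0.0120 for Sox9, 0.0354 for Foxj1, 0.0265 for Trp63 and 0.00164 for Ptch1 in the Rptor line, 0.00788 for Sox9, 0.0385 for Foxj1 and 0.0284 for Gli1 in the Tfam line, and 0.0208 for Shh, 0.0455 for Hhip and 0.00114 for Fgf10 in the Cox10 line. With all 18 samples in one fit, Sox2 and Ptch1 in the Tfam line and Shh in the Rptor line lost it (limma adjusted p 0.407, 0.0916 and 0.157). Foxj1 in the Rptor line and Shh, Hhip and Fgf10 in the Cox10 line gained it (limma adjusted p 0.0141, 0.00512, 0.0356 and 0.00042). Shh in the Rptor line lost it with Xist as a covariate and Ptch1 in the Tfam line without a filter (limma adjusted p 0.0512 and 0.0559). With Xist, Ptch1 in the Rptor line and Fgf10 in the Cox10 line gained it (limma adjusted p 0.0365 and 0.0101). The correction for GC content and length added Foxj1 and Ptch1 in the Rptor line and Hhip in the Cox10 line (limma adjusted p 0.0340, 0.0050 and 0.0361). Combined with the block it added Sox9 in the Tfam line (limma adjusted p 0.0359).

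**Figure D2:**
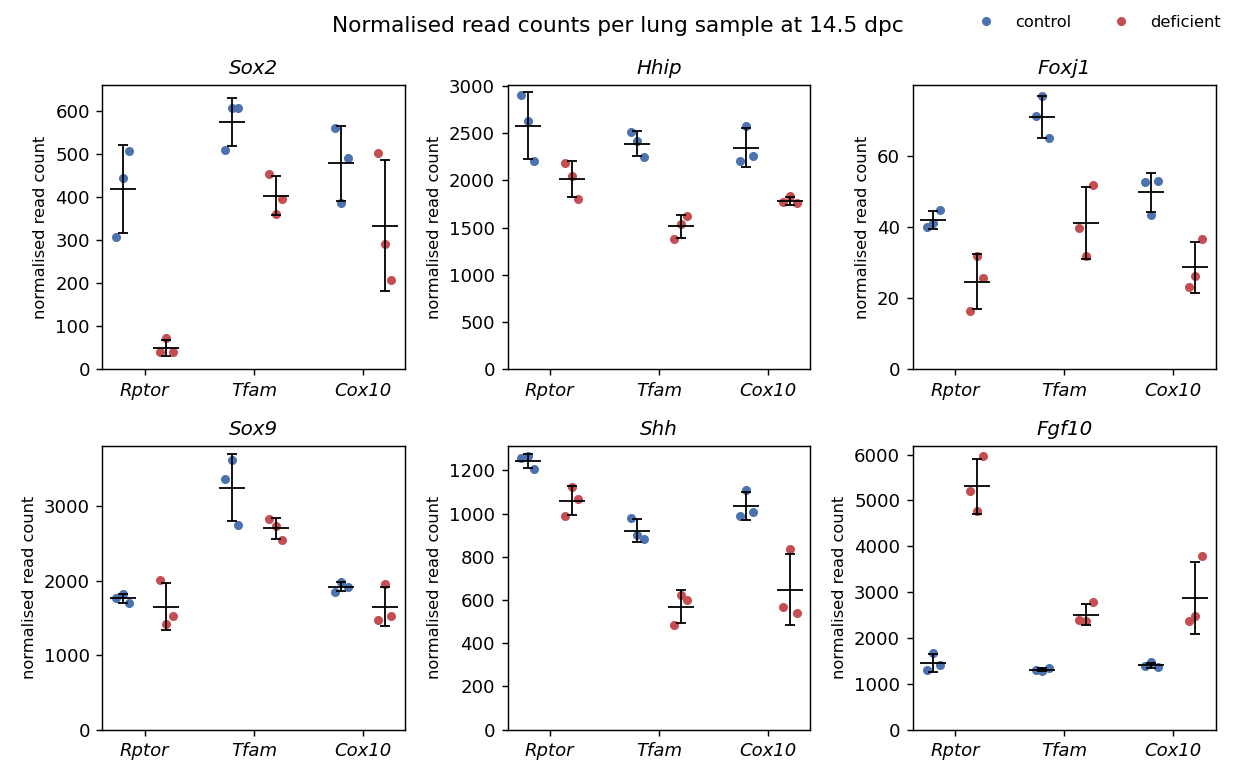
Normalised read counts (vertical axes, linear from 0) of Sox2, Hhip, Foxj1, Sox9, Shh and Fgf10 in each lung sample at 14.5 dpc, by line (horizontal axes), with controls in blue and deficient lungs in red. Horizontal bars and whiskers are the mean and SD of 3 samples, and for Sox2 the 3 Rptor-deficient lungs averaged 49.5 against 419 in their controls, while the Cox10-deficient lungs (mean 334, SD 153) overlapped theirs.

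Gene sets were tested against all other genes of a line. Of 39 tests with camera 20 passed the threshold, 13 with a fall and 7 with a rise, 5 in the Rptor line, 8 in the Tfam line and 7 in the Cox10 line. This number depended on the assumed correlation between genes. When the correlation was estimated for each set, 0 tests passed and 5 had an unadjusted p below 0.05, and with the assumed correlation of 0.01 combinations of other splits, with the real split in none of the lines, gave a median of 14 tests. With the replicate block 23 tests passed, at mean correlations of same-numbered samples of 0.270, -0.123 and 0.233. The set of Hedgehog genes (14 genes) shifted by 0.11, -0.17 and -0.12 on the log2 scale relative to other genes in the Rptor, Tfam and Cox10 lines, with camera adjusted p in limma of 0.198, 0.019 and 0.294, and with the block of 0.244, 0.0192 and 0.281. In the Tfam line its camera adjusted p in limma ranged from 0.0189 to 0.499 over the alternative settings that kept all samples. It ranged from 0.00205 to 0.113 when a sample was left out. Epithelial genes (18 genes) shifted by -0.998, -0.21 and -0.38 (camera adjusted p in limma 2.65e-10, 1.32e-06 and 1.11e-12), with a positive change in 1, 4 and 1 of the 18 genes. Genes of the integrated stress response shifted by -0.15, 0.91 and 0.31 (camera adjusted p in limma 0.0983, 7.51e-26 and 2.27e-06), and 21 of 23 rose in the Tfam line. Nuclear genes of the respiratory chain (75 genes) shifted by -0.20, 0.050 and -0.015 (camera adjusted p in limma 8.25e-08, 0.0934 and 0.348). With the block the camera adjusted p in limma of this set was 1.86e-07, 0.0175 and 0.431, so that it gained the threshold in the Tfam line.

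Whether the mutants changed the same genes was asked across all genes tested in a pair of lines. Log2 fold changes correlated with a Pearson r of 0.535 between the Rptor and Tfam lines (14701 genes), 0.508 between the Rptor and Cox10 lines (14679 genes) and 0.522 between the Tfam and Cox10 lines (14703 genes), with Spearman rho of 0.460, 0.546 and 0.439. Genes are not independent replicates, and the jackknife standard error over samples was 0.0916, 0.115 and 0.0876. The choice of genes moved r most. Over genes past the threshold in neither line it was 0.224, 0.184 and 0.359, and over genes past it in at least one line 0.655, 0.700 and 0.831. The effect itself differed between the Rptor and Tfam lines for 1626 genes, between the Rptor and Cox10 lines for 1089 genes and between the Tfam and Cox10 lines for 8 genes. With the replicate block r did not change, since a block leaves the fold changes of a balanced design as they are, and the numbers of differing genes were 2318, 1456 and 5, at mean correlations of same-numbered samples of 0.270, -0.123 and 0.233 in the Rptor, Tfam and Cox10 lines.

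**Figure D3:**
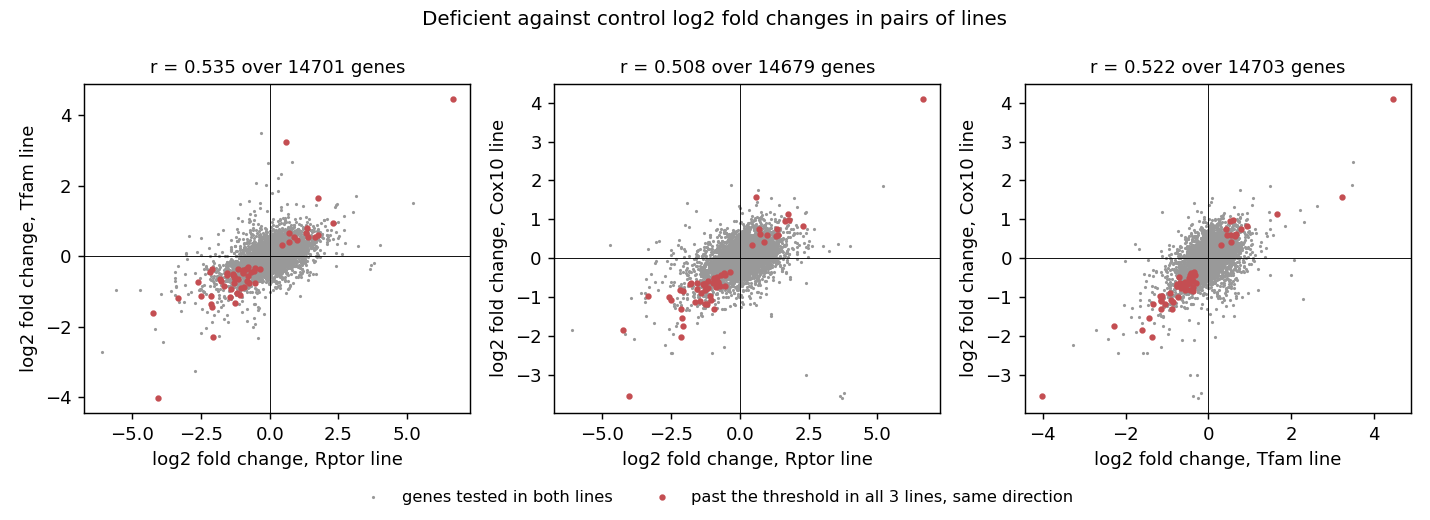
Each grey point is a gene tested in both lines of a panel, placed by its log2 fold change (deficient against control) in each line, and red points are the 57 genes past the threshold in all 3 lines with the same sign. Pearson r was 0.535, 0.508 and 0.522 in the panels from left to right, and the red point farthest to the upper right in each panel is Atoh1, with log2 fold changes of 6.65, 4.46 and 4.10 in the Rptor, Tfam and Cox10 lines.

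Since whole lungs were used, Sox2 was also set against genes of the whole epithelium. Relative to the mean of Epcam, Cdh1 and Nkx2-1, log2 Sox2 was -3.66 ± 0.39 in controls and -5.58 ± 0.51 in Rptor-deficient lungs (SD, n = 3 each; difference -1.91, exact permutation p = 0.1). In the Tfam line it was -3.02 ± 0.14 and -3.26 ± 0.22 (SD, n = 3 each; difference -0.24, exact permutation p = 0.2), and in the Cox10 line -3.04 ± 0.27 and -3.25 ± 0.84 (SD, n = 3 each; difference -0.21, exact permutation p = 0.8). The smallest p that 3 samples against 3 allow is 0.1. Over the 3 lines together the mean difference was -0.79 (exact two-sided permutation test within lines, p = 0.0223 of 8000 arrangements). With the list of 18 epithelial genes as reference the mean difference was -0.88 (exact permutation p = 0.0178). Without Cox10 deficient replicate 3 it was -0.65 (exact permutation p = 0.0523). No paired test was made of this ratio. Epcam, Cdh1 and Nkx2-1 themselves fell unequally in the Rptor line (log2 fold changes -0.77, -1.89 and -0.85), so the size of the ratio depends on the reference gene.

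**Figure D4:**
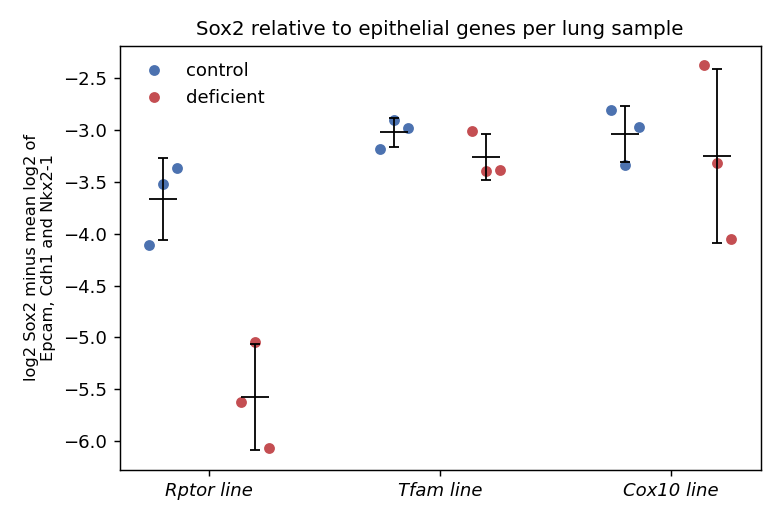
Log2 Sox2 minus the mean log2 value of Epcam, Cdh1 and Nkx2-1 (vertical axis) in each lung sample by line (horizontal axis), with controls in blue and deficient lungs in red, and the mean and SD of 3 samples as bars. The groups did not overlap in the Rptor line (means -3.66 and -5.58), and they overlapped in the Tfam line (-3.02 and -3.26) and in the Cox10 line (-3.04 and -3.25).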

Values the study reported

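The study plotted 641 genes whose expression changed in a similar way in the Rptor, Tfam and Cox10 mutant lungs at 14.5 dpc.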

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

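The tests against GC content and gene length, the scaling, single samples and correlation within gene sets were chosen only after the differences between lines had been seen. Of the test against loss of epithelium, the Sox2 ratio and its reference genes were set before. The limma test of the differences was not part of that design. Scgb3a2 entered because of its large fall in these data.

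The effect of the deletion differed between lines for 15 of the named genes in 28 of 90 tests of the difference itself (limma adjusted p below 0.05 in the model of 18 samples). Between the Rptor and Tfam lines, the log2 fold change in the Rptor line minus that in the Tfam line was -2.57 for Sox2, 0.94 for Fgf10, 3.70 for Rxfp1, 3.71 for Angptl7, -3.39 for Tinag and -3.76 for Scgb3a2. It was -3.80 for Chac1, -2.65 for Slc7a3, -1.88 for Trib3, -2.65 for Cckar, 1.36 for Lrfn5, 1.17 for Megf10 and -2.17 for Aldh1a7. The limma adjusted p of these 13 differences ranged from 6.09e-07 (Aldh1a7) to 0.0224 (Angptl7). Between the Rptor and Cox10 lines, the difference was -2.48 for Sox2, 0.87 for Fgf10, -0.36 for Cox10, 3.35 for Rxfp1, 3.70 for Angptl7, -4.26 for Tinag and -5.04 for Scgb3a2. It was -2.20 for Chac1, -1.78 for Crh, -0.99 for Slc7a3, -2.42 for Cckar, 1.48 for Lrfn5, 0.77 for Megf10 and -2.37 for Aldh1a7. The limma adjusted p of these 14 differences ranged from 4.4e-07 (Aldh1a7) to 0.0341 (Crh). Between the Tfam and Cox10 lines, Slc7a3 differed by 1.66 (limma adjusted p = 0.0111).

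Most of these genes were named because their change was large in a line, so that a difference to the other lines is partly built into the choice. After correction for GC content and gene length 28 of the 28 differences were still past the threshold. Under both library totals and the trimmed mean of M-values 28 were, but their factors of 0.982 to 1.01 and 0.994 to 1.00 are too close to 1 to test the authors' scaling. With the replicate block 27 were. To test for a divergent sample, each of the 18 samples was left out in turn, and at least 23 of the differences were still past the threshold (the fewest without Rptor control replicate 1). A batch cannot be tested, since the labels give none, and each line was compared with its own controls.

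Epithelial genes fell more in the Rptor line than in the others, so that a larger loss of epithelium was a candidate explanation for the falls of Sox2 and Scgb3a2. When the mean log2 value of Epcam, Cdh1 and Nkx2-1 was subtracted in each sample, 4 of the 4 differences of these genes were still past the threshold. The differences then were -1.67 and -1.71 for Sox2, and -2.87 and -4.27 for Scgb3a2, to the Tfam and Cox10 lines, respectively (limma p adjusted over the 4 tests 1.38e-05 to 0.000639). The values are therefore not fully explained by a loss of epithelium that Epcam, Cdh1 and Nkx2-1 measure. These 3 reference genes did not change alike, with log2 fold changes of -0.77, -1.89 and -0.85 in the Rptor line. In the Tfam line they were -0.048, -0.55 and -0.22, and in the Cox10 line -0.30, -0.43 and -0.45. The size of the remaining differences thus depends on the reference gene. In Cox10 controls Scgb3a2 had only 27.233 to 49.968 normalised reads, against 232.36 to 263.75 in Rptor and 195.06 to 281.08 in Tfam controls. It thus had less room to fall, and its higher mean in Cox10-deficient lungs came from replicate 3 (103.8, against 27.943 and 26.145). The size of its difference to the Cox10 line therefore cannot be assigned to the loss of Rptor alone. For Sox2 and Scgb3a2, a candidate explanation is that loss of Rptor reduced airway genes beyond the loss of epithelium. This is a hypothesis found and tested on the same data. For the other genes the share of cell types was not tested. A difference in stage between the lines was tested for none of the genes, Sox2 and Scgb3a2 included, and remains open. The log2 ratio of later to embryonic globin, which rises with stage, was -0.82 to -0.36 in Rptor controls. In Tfam controls it was -2.11 to -1.27 and in Cox10 controls -3.05 to -2.98.

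Gene sets also differed between lines in 20 of 39 tests, over 8 sets (camera adjusted p in limma). The shift in the Rptor line minus that in the Tfam line was 0.28 for Hedgehog genes, -0.78 for epithelial genes, -1.07 for proximal airway genes, -0.25 for nuclear genes of the respiratory chain, -0.20 for cytosolic ribosomal proteins, -0.96 for the integrated stress response, 0.21 for endothelial genes and -0.26 for cell cycle genes (5.7e-15 to 0.0233). For the Rptor and Cox10 lines it was 0.24 for Hedgehog genes, -0.60 for epithelial genes, -1.22 for proximal airway genes, -0.18 for the respiratory chain, -0.15 for ribosomal proteins, -0.45 for the integrated stress response and -0.27 for cell cycle genes (1.46e-09 to 0.0387). For the Tfam and Cox10 lines it was 0.18 for epithelial genes, 0.068 for the respiratory chain, 0.048 for ribosomal proteins, 0.50 for the integrated stress response and -0.16 for endothelial genes (1.01e-20 to 0.0323).

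The set differences rest on an assumed correlation of 0.01 between genes. With the correlation estimated for each set, which tests for correlated expression within a set, 3 of the 20 differences were still past the threshold. These were the integrated stress response in each of the 3 pairs of lines, with camera adjusted p in limma of 0.000628, 0.0152 and 0.00023. After correction for GC content and gene length 16 were still past the threshold, and under library totals, whose factors cancel in a shift against other genes, 20 were. The differences of the other 7 sets cannot be told apart from correlated expression within a set.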

How the results depend on the processing

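The trimmed mean of M-values, the correction for GC content and gene length with and without the block, the authors' deposited adjusted p-value, the unadjusted threshold and the Sox2 ratio without single samples were chosen only after the results had been seen. The cause was not tested for any of the changes below. An analysis with counts was not run, and median-of-ratios factors would have left the values as they were.

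Among settings that kept all samples, the numbers of genes past the threshold depended most on the threshold and on the test. With a log2 fold change of at least 1 also required, 788 genes passed in the Rptor line, 122 in the Tfam line, 20 in the Cox10 line and 12 in all 3. At an adjusted p below 0.01 the numbers were 2719, 315, 15 and 12. At an unadjusted p below 0.05, 672 genes were shared. In the authors' deposited table an adjusted p below 0.05 was given for 327 genes in the Cox10 line and 182 in all 3 with the same sign, and in the Rptor and Tfam lines 5117 and 818 genes. With all 18 samples in one fit, 399 genes passed in the Tfam line (363 of them among the 702), 327 in the Cox10 line (68 among the 71) and 153 in all 3. With Xist as a covariate 117 passed in the Cox10 line (70 among the 71). With the block and the correction for GC content and length, 1150 passed in the Tfam line, 34 in the Cox10 line and 33 in all 3, and the effect differed for 1695 genes between the Rptor and Cox10 lines. With the block alone it differed for 5 genes between the Tfam and Cox10 lines. Under the other settings each of these counts stayed within 1.5 times the reported one.

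Leaving out single samples changed the counts more in the Cox10 line than in the others. Genes past the threshold ranged from 3597 to 5336 in the Rptor line, from 363 to 1123 in the Tfam line and from 3 to 251 in the Cox10 line, each over 6 fits, and shared genes from 3 to 138 over 18 fits. Genes with differing effects ranged from 844 to 2255 (Rptor and Tfam), from 678 to 1815 (Rptor and Cox10) and from 2 to 10 (Tfam and Cox10), each over 12 fits. Tests of the 9 listed genes past the threshold ranged from 7 to 12, and gene set tests from 18 to 25.

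Of the targeted genes, Cox10 rose by 0.0045 on the log2 scale under library totals, where the reported change was -0.0055. Its limma adjusted p was 0.981, and 0.912 to 0.988 over the alternatives that kept all samples. When a sample was left out, the change of Cox10 ranged from -0.045 to 0.041. Rptor ranged from -0.16 to -0.012 (limma adjusted p 0.0435 to 0.935) and Tfam from -0.19 to -0.068.

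The correlation between lines was 0.655 (Rptor and Tfam), 0.700 (Rptor and Cox10) and 0.831 (Tfam and Cox10) over genes past the threshold in at least one of the lines, and 0.224, 0.184 and 0.359 over genes past it in neither. When a sample was left out it ranged from 0.468 to 0.569, from 0.413 to 0.525 and from 0.453 to 0.533. The Sox2 ratio over all 3 lines ranged from -0.93 to -0.65 (exact permutation p 0.002 to 0.0523). In the Cox10 line alone it ranged from -0.64 to 0.20 and was positive without deficient replicate 3.

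Of 39 gene set tests, 0 passed with the estimated correlation (5 at an unadjusted p below 0.05) and 12 with fry. The Hedgehog set in the Tfam line was no longer past the threshold with the estimated correlation (shift -0.17, camera adjusted p in limma 0.499) or with fry (-0.17, 0.168). The same held after correction for GC content and length without (-0.15, 0.0563) and with the block (-0.15, 0.0796). The alternatives that kept all samples gave 0.0189 to 0.499. When a sample was left out, the shift of this set ranged from -0.22 to -0.14 (camera adjusted p in limma 0.00205 to 0.113). It lost the threshold without Tfam control replicate 2 (-0.14, 0.113). The correction for GC content and length, with and without the block, changed the sign of 2 mean shifts. These were ribosomal proteins in the Rptor line (from -0.037 to 0.011) and red blood cell genes in the Tfam line (from 0.022 to -0.0080). The ribosomal proteins went past the threshold in both fits (camera adjusted p in limma 0.0408 and 0.0380), and 50 of the 79 genes rose in the reported fit. In the reported fit camera had already given this set an upward direction, so the tested direction did not reverse.

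Some results changed sign when a sample was left out. In the Rptor line Gli1 ranged from -0.21 to 0.014, the glycolysis set from -0.25 to 0.098 and red blood cell genes from -0.033 to 0.43. In the Tfam line Trp63 ranged from -0.35 to 0.58, glycolysis from -0.045 to 0.11, the respiratory chain from -0.0060 to 0.13, and red blood cell genes from -0.064 to 0.11. Proximal airway genes in this line, which were past the threshold (-0.24, camera adjusted p in limma 0.000412), ranged from -0.58 to 0.067, the latter without deficient replicate 2 (camera adjusted p in limma 0.0244). This p-value does not test the sign of the mean shift. In the Cox10 line glycolysis ranged from -0.0075 to 0.080, the respiratory chain from -0.056 to 0.012, the distal tip set from -0.14 to 0.036 and alveolar genes from -0.46 to 0.11.

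The other results concern single genes in a line (68 results) and gene sets (36). Over 673 fits that kept all samples, single genes kept direction and side of the threshold in 631, lost the threshold in 24 and gained it in 18. Over 408 fits without a sample these numbers were 334, 59 and 12, and 3 changed sign. Gene sets kept both in 278 of 324 fits, lost the threshold in 30, gained it in 12 and changed sign in 4, and over 216 fits without a sample the numbers were 182, 6, 14 and 14.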

Other observations

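The splits of the samples and the marker lists were set beforehand, while the tests of sex, of Cox10 deficient replicate 3, of the level of the targeted genes and of Shh relative to epithelium were chosen only after the results had been seen.

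To see how often other groupings give as many genes, the samples of a line were split otherwise into 3 and 3. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes in the Rptor line, 1 in the Tfam line and 1 in the Cox10 line, each time the real split, and the other splits of this kind gave 0 genes (at most 134, 496 and 182 at an unadjusted p below 0.05). The 6 splits that part a single pair gave at most 5, 0 and 15 genes (at most 431, 1711 and 1402 at an unadjusted p below 0.05, against 6818, 2618 and 1945 for the real split). So few splits cannot rule out a chance result for a line alone. Over combinations of splits in the 3 lines, 1 of 100 gave as many shared genes at the adjusted and 1 of 100 at the unadjusted threshold, each time the real one. The others gave at most 0 and 44 genes. At the adjusted threshold this was fixed beforehand and tests nothing further, since no other split gave more than 15 genes in a line. At the unadjusted threshold no other Rptor split gave more than 431 genes, so that 672 shared genes required the real Rptor split.

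For the correlations of log2 fold changes, 1 of 32 combinations gave as high a value for the Rptor and Tfam lines, 1 of 32 for the Rptor and Cox10 lines and 1 of 32 for the Tfam and Cox10 lines. The highest other values were 0.428, 0.416 and 0.331. As many genes with differing effects were found in 7, 8 and 5 of 32 combinations, respectively, all of which had the real split in at least one of the lines. The combinations with the real split in neither line gave at most 2, 1 and 0 genes. For the 9 listed genes, 4 of 64 combinations gave as many tests past the threshold, all with the real split in the Rptor and Tfam lines. For the gene sets, 11 of 64 combinations gave as many tests as the real one, and the others had a median of 16. Of the 27 combinations with the real split in none of the lines, 1 gave as many, and their median was 14. With the assumed correlation, a large part of the set tests past the threshold is thus also reached by other splits.

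The genes shared by all 3 lines numbered 57 here, fewer than the value quoted from the study above. In the authors' deposited table, 641 genes had an unadjusted p below 0.05 in all lines with the same sign, 295 higher and 346 lower. In the authors' deposited table the log2 fold change of 9 genes had the opposite sign to the change of the deposited values, where both were above 1 in size on the log2 scale (smaller changes were not counted), 8 in the Rptor line and 1 in the Cox10 line, and each of these had no p-value.

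The targeted genes did not fall detectably in their own lines. To test for a difference between lines that holds in both genotypes, the level of each gene in its own line was compared with the other lines. Among the genes that differ most between lines (1%), 0 of the 3 targeted genes were found. Tfam was lower in its own line by -1.02 on the log2 scale, and 3.57% of genes differed as far. For Rptor the difference was -0.36 (19.1% of genes) and for Cox10 -0.29 (34.7% of genes). Tfam had 939.9 to 1185.3 normalised reads in its own line and 1769.3 to 2336 in the other lines. Rptor had 1985.5 to 2442.3 in its own line and 2592.9 to 3014.4 in the others, while Cox10 overlapped. The limit of 1% thus does not exclude a lower level of Tfam and Rptor in both genotypes of their lines. Lines were scaled in separate tables.

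Shh fell less than epithelial genes in the Rptor line. Relative to Epcam, Cdh1 and Nkx2-1 it rose by 0.94 on the log2 scale (exact permutation p = 0.1, the smallest possible), and it changed by -0.43 in the Tfam line (exact permutation p = 0.1) and by -0.31 in the Cox10 line (exact permutation p = 0.4). The size of the rise in the Rptor line depends on the reference gene, since Epcam, Cdh1 and Nkx2-1 fell unequally there (-0.77, -1.89 and -0.85). Whether a loss of epithelium accounts for the fall of Shh in the Rptor line is not decided by this ratio.

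Of the 18 samples, Rptor control replicate 1 alone had high values of Akr1b7 (130), Aqp8 (117), C3 (913), Guca2b (578) and Prap1 (570 normalised reads), where the highest value in the other 17 samples was 6.12, 5.95, 95.0, 6.95 and 9.05. High alone meant at least 100 and above 5 times the sum of the highest other value and 10, and by this rule Krt5 was high alone in Tfam deficient replicate 3. Lists of marker genes were tested for RNA from other tissues as a candidate source. Markers counted if they were at least 10 and above 3 times the highest of the other 5 samples of the line. By this rule the sample had 0 of 13 markers of gut epithelium, 0 of 9 of stomach epithelium, 0 of 11 of uterine epithelium, 0 of 11 of trophoblast, 0 of 10 of liver, 0 of 9 of kidney, 0 of 8 of adrenal cortex, 0 of 8 of neutrophils and 0 of 10 of oesophagus or skin epithelium. The source of these reads was not found, and no biological explanation was tested.

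Xist and Y-linked genes were both present in 6 libraries, 5 of the Tfam line and Cox10 control replicate 3. If such a library held RNA of XX and XY embryos, its share of the Xist level and its share of the Y-linked level would add to about 1. In 5 of the 6 libraries the sum lay between 0.8 and 1.2, and in Tfam control replicate 2 it was 0.749. Libraries with Xist alone had sums of 0.717 to 1.22, so that this sum varies as much without mixing. The sum therefore decides neither for nor against mixing. The lower of the shares was 0.0422 to 0.427 in the 6 libraries (0.427 in Cox10 control replicate 3) and at most 0.0104 in the other 12. RNA of XX and XY embryos in one library is a candidate explanation.

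Cox10 deficient replicate 3 stood apart from its group. Its log2 ratio of later to embryonic globin was -0.75, while it was -3.56 to -2.98 in the other 5 Cox10 samples, -1.71 to 0.25 in the Rptor line and -2.17 to -1.27 in the Tfam line. A more advanced developmental stage may be the cause, since the ratio rises with stage. A library of another line under this label was tested as well. Of 22 genes that part the other Cox10 samples from both other lines, 13.6% lay on the Cox10 side in this sample. Of 42 genes that part them from the Rptor samples, 42.9% did, where Cox10 samples left out in the same way had 94.2% to 100% and Rptor samples 2.27% to 20%. Of the 3 genes ordered over the lines in another way than the globin ratio, 33.3% lay on the Cox10 side, too few to tell. These genes cannot tell line and stage apart. Of 8 genes that part the Rptor samples from both the Tfam and the other Cox10 samples, 12.5% lay on the Rptor side in this sample, where Rptor samples left out of the choice had 90% to 100% and the others 0% to 12.5%. Of 29 genes that part the Tfam samples from the rest, 10.3% lay on the Tfam side, where Tfam samples had 100% and the others 0% to 11.4%. By these genes a library of the Rptor or Tfam line under this label is not supported. Over all genes, however, the chi-square per gene was lower to Rptor deficient replicate 2 (22.3) than to the other Cox10 samples (26.5 to 36.4), so that a library of the Rptor line is not ruled out. Without this sample 251 genes passed the threshold in the Cox10 line.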
